A study of Mus musculus with 3 samples. Its data were reported in "Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy" (2025).

How the data were processed

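Bone marrow cells of wild-type (WT), Keap1 knockout (Keap1 KO) and Nrf2 knockout (Nrf2 KO) mice were cultured with GM-CSF, a growth factor that drives myeloid differentiation. They were harvested on day 5. The paper's methods describe both knockouts as conditional, made by crossing floxed alleles to VavCre or LysMCre mice. Littermates lacking Cre served as controls for these strains. Which Cre line was used for these cultures is not stated there. KEAP1 is the protein that marks the transcription factor NRF2 (gene Nfe2l2) for degradation, so its loss leaves NRF2 active. The cells were fixed and profiled with a probe-based single-cell RNA assay, in which pairs of probes against each gene are hybridized, ligated and counted. Each sample received probes with its own probe barcode, which allows several samples to be loaded into droplets together. The genotype of each library was taken from its genotype label, which gave 1 library per genotype and 3 libraries in all.

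Per the submitters' processing notes, the libraries were processed with Cell Ranger 7.2.0 on the mouse genome build GRCm39, and downstream work used Scanpy 1.9.2. The study's methods name a GENCODE annotation but write the mouse build as GRCh39, so the build was taken from the processing notes. The files used here were the lists of probed genes for the 3 libraries and the lists of cell-called barcodes for the WT and Keap1 KO libraries. These lists hold identifiers and not measurements. Count matrices were not analysed here, and neither was a barcode list of the Nrf2 KO library. Gene expression, UMI depth, cell types, doublets and any expression difference between genotypes were therefore not analysed here, and the depth of the libraries is unknown. The planned expression comparisons, percentiles of gene lists and cell type assignment were not carried out. In each of the barcode lists 2 lines had been emptied before this work, and they were left out of all counts. Lines of the gene lists may also have been left out before this work, so a gene without a line is described only as unlisted in the lists used here.

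Each barcode was read as a 16-base droplet barcode followed by an 8-base probe barcode. Droplet barcodes were compared between the WT and Keap1 KO libraries by exact match. The number of droplet barcodes that could occur was inferred from the lists, by joining all first and second 8-base segments that were seen together and multiplying the segments within each connected block. The number shared by chance was the product of the barcode numbers of both libraries divided by that pool size. A second chance value allowed each library to use the segments at its own frequencies. Intervals at the 95% level were Wilson intervals for shares and exact Poisson intervals for numbers, and they cover counting error only. For the chance number, which is calculated and not counted, the Poisson limits are a bound and not counting error. No test between genotypes was made, because there was 1 library per genotype and cells are not replicates. The overlap code was tested on simulated barcode lists with known pool sizes. No simulated droplet repeated the barcode of another, so the simulation could not show how such repeats affect the number of droplets implied by sharing.

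The probed genes were compared with the GENCODE mouse M39 annotation on GRCm39 by Ensembl identifier, and all coordinates are 1-based positions from that annotation. Before the data were examined, 6 lists of genes for pathways and macrophage states and 8 lists of cell type markers were fixed, and their members were looked up by exact symbol. Named genes were Keap1, Nfe2l2, Spp1, H2-Eb1 and members of these lists. Genes of the ribosomal and other families in the closing observations were chosen after the lists had been seen. A further check of ribosomal protein genes is not reported here. In the family counts, a gene was taken as listed if its identifier or its symbol was listed. Alternatives were counting all lines, counting distinct droplet barcodes, comparing whole barcode strings, other pool sizes, reading the last 6 bases of the probe barcode, counting genes by symbol and matching symbols without regard to case. Computations used Python 3.11.15 and SciPy 1.17.1.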

Results

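Bone marrow-derived macrophages (BMDMs) of WT, Keap1 KO and Nrf2 KO mice were profiled on day 5 of culture. The genotypes were meant to leave NRF2 normal, unrestrained or absent, and its state in these cells was not analysed here. The paper opened a series of in vitro studies with these cultures, which held no added tumor cells. The series asked whether the anti-inflammatory effects of NRF2 and their consequences for tumor immunity arise within macrophages. Later parts of the series used co-cultures with tumor cells. Cell types were not analysed here, so the share of macrophages in these cultures is unknown. The design implies 3 comparisons of gene expression, namely Keap1 KO against WT, Nrf2 KO against WT, and Keap1 KO against Nrf2 KO. Expression values were not analysed here, so no statement is made on which genes rose or fell in any genotype. The results below cover the genes in the lists of probed genes used here, called the panel, and the cells that were called in the WT and Keap1 KO libraries. Lines may have been left out of the gene lists before this work, so a gene without a line here may still have been probed. There was 1 library per genotype and no replicate check.

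The gene lists of the 3 libraries were identical and held 19040 Ensembl identifiers with 19035 distinct symbols, of which 5 symbols carried 2 identifiers each. Of the identifiers, 19038 were found in the M39 annotation and 18952 were protein-coding, which is 87.1% of its 21770 protein-coding genes. All 13 protein-coding genes of the mitochondrial genome were listed. The panel also held 70 immunoglobulin and T-cell receptor genes and 8 long noncoding RNAs.

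Both genes targeted in the knockouts were on the panel. Keap1 (ENSMUSG00000003308) lies on chromosome 9 from 21141026 to 21150679 on the minus strand. Nfe2l2 (ENSMUSG00000015839), which encodes NRF2, lies on chromosome 2 from 75504739 to 75534985 on the minus strand. The lists do not give the positions of the probes within these genes, so they do not show whether a probe falls inside the deleted part.

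Genes of the NRF2 program were mostly covered, with 18 of 20 list members on the panel. These included Nqo1, a quinone reductase, Hmox1, the heme-degrading enzyme, and Gclm and Gclc, the subunits of the enzyme that starts glutathione synthesis. Gclm lies on chromosome 3 from 122039126 to 122065061. The members without a line in the list were Ftl1, the ferritin light chain (chromosome 7, 45107367 to 45109308), and Esd, an esterase (chromosome 14, 74969722 to 74989991). The ferritin heavy chain gene Fth1 was listed.

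The fixed lists for the opposing macrophage states had all of their members on the panel. All 12 members of the antigen presentation list were on the panel, among them H2-Eb1, a chain of major histocompatibility complex class II (chromosome 17, 34504236 to 34535648), the invariant chain Cd74, and Ciita, the regulator of class II transcription. All 10 members of the Spp1-type macrophage list were present, including Spp1, which encodes osteopontin (chromosome 5, 104582165 to 104589235), and Arg1, which encodes arginase (chromosome 10, 24791118 to 24803817). The interferon response list had 14 of 14 members listed, including Cxcl9, a T-cell-attracting chemokine (chromosome 5, 92469206 to 92475945). The list of inflammatory cytokines and enzymes had 10 of 10. Of the proliferation genes 11 of 12 were listed, and the exception was the mitotic cyclin Ccnb1 (chromosome 13, 100915153 to 100923116).

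Markers of the cell types that a bone marrow culture could hold were covered as well. All 8 macrophage, 8 neutrophil, 7 dendritic cell, 5 mast cell and basophil, 5 lymphocyte, 4 erythroid and 4 stromal markers were on the panel. Of the monocyte markers 4 of 5 were listed. The exception was Ly6c2, the gene behind the Ly6C antigen by which mouse monocytes are often sorted (chromosome 15, 74980003 to 74988467). Over the 14 fixed lists, 120 of 124 entries were on the panel.

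The WT and Keap1 KO libraries were of similar size. The WT list held 11561 cell barcodes and the Keap1 KO list held 12091, a difference of 530 barcodes and a ratio of 1.05. What set this ratio was not examined, and with 1 library each it carries no test. Every WT barcode ended in the probe barcode ACTTTAGG and every Keap1 KO barcode in AACGGGAA, so each list held a single probe barcode that differed between the libraries.

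Many droplet barcodes occurred in both libraries. Of the WT barcodes, 1961 had a 16-base droplet barcode that was also in the Keap1 KO list, which is 17.0% of the WT cells (95% Wilson interval 16.3% to 17.7%) and 16.2% of the Keap1 KO cells (15.6% to 16.9%). The droplet barcodes fell into 4 blocks of 480 first and 384 second segments, giving a pool of 737280. Independent draws from that pool would share 190 barcodes on average. The 95% Poisson limits taken at that calculated value, 164 to 219, served as a bound only. The observed number was 10.3 times that value (9.89 to 10.8 from its counting error).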

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

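The numbers of cell barcodes moved little when all lines were counted (12093 for Keap1 KO and 11563 for WT) and stayed as they were when distinct droplet barcodes were counted. Each library kept 1 probe barcode when its last 6 bases were read. Counting genes by symbol gave 19035, and ignoring case left the listed members of the fixed lists at 120. Comparing whole barcode strings left 0 shared barcodes, because the probe barcodes differ by construction. The chance number of shared barcodes was 379 with the pool size halved and 94.8 with the pool size doubled, both below the observed 1961. Other normalizations and other filters on genes and cells were not run, since expression was not analysed here. No paired analysis was possible because each genotype had 1 library, and for the same reason no library could be left out in turn. Sequencing depth per cell is unknown, so what it limits cannot be stated.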

Other observations

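In this part, the test of the start of gene symbols was chosen after the result had been seen. The chance number of shared barcodes was fixed before the data were examined, but the way its pool size was inferred and the bound it was held to were set after the shared number had been seen.

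The gene list used here, whose completeness is unknown, held no cytosolic ribosomal protein gene with an Rpl or Rps symbol, with 0 of 58 protein-coding Rpl and 0 of 37 Rps genes listed. Mitochondrial ribosomal protein genes with an Mrpl or Mrps symbol were also without a line, with 0 of 49 Mrpl and 0 of 29 Mrps genes. Ribosomal protein genes under other symbols were not looked up. Among other families, 40 of 40 genes with a Psma, Psmb, Psmc or Psmd symbol were listed, a set defined by symbol that includes proteasome subunits. Of the genes with an Eif or Eef symbol, which are translation factors and their regulators, 67 of 87 (77.0%) were listed, and 16 of the 20 others were numbered copies of Eif1ad. Large tissue-restricted families were listed in part, with 1078 of 1193 olfactory receptors, 237 of 353 vomeronasal receptors and 56 of 111 keratin-associated proteins. Among the Cxcl and Ccl chemokines 32 of 40 were listed, and Cxcl11, an interferon-induced ligand of CXCR3 like Cxcl9 and Cxcl10, was among those without a line. Of the H2 genes of the mouse major histocompatibility complex 31 of 40 were listed, and the 9 others were H2-Ea, H2-Q5, H2-Q10 and 6 H2-T genes.

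The ribosomal gap may follow gene symbols. All 10 ribosomal S6 kinase genes (Rps6ka1 to Rps6kl1), which encode signaling kinases and not ribosomal proteins, were also without a line. Counted with them, 0 of 183 protein-coding genes whose symbol starts with Rpl, Rps, Mrpl or Mrps were listed, but this count restates the gap and does not test its cause. Of 276 other protein-coding genes with a pseudogene named after them, 93.1% were listed, against 87.8% of 21311 other genes without such a pseudogene. Among these genes, having such a pseudogene did not by itself go with a missing line. Pseudogenes with other names and the number of copies per gene were not counted. These shares therefore cannot decide whether genes with many similar copies were left out. A removal by the start of the symbol is a candidate explanation that rests here on the kinases. The other genes were counted by symbol, and their function was not checked. A removal by function, with the kinases left out for another reason, stays open. Whether such a removal was made in the design of the probes or later was not tested.

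The paper describes the single-cell profiling of these cultures as multiplexed. Cells of both libraries that were loaded together and sat in the same droplets have the same droplet barcode. Some excess over independent draws follows from that design, so the comparison gives its size and does not test it. Independent draws from the whole pool would give 190 shared barcodes, and uneven use of the barcode segments by each library would give 198, both far below the observed 1961. If every shared barcode came from a shared droplet, loading together would imply about 71282 droplets from which both libraries drew. The interval from the counting error of the shared number was 68195 to 74545. These values make no allowance for different droplets that carry the same barcode, so they are not a count of droplets. Whether some shared barcodes come from probe signal of 1 library carried over into droplets of the other cannot be told apart from shared loading, because 0 libraries had UMI counts that were analysed here.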
